A study of Mus musculus with 10 samples. Its data were reported in "DOT1L promotes progenitor proliferation and primes neuronal layer identity in the developing cerebral cortex" (2018).

How the data were processed

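Total RNA was sequenced from the dorsal telencephalon, the embryonic tissue from which the cerebral cortex forms, of mouse embryos at E14.5. Of the 10 samples, 5 were controls and 5 were Dot1l-cKO, in which Cre recombinase deletes a conditional allele of Dot1l, the gene of a histone H3 lysine methyltransferase. Groups and replicate numbers were taken from the sample titles.

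Per the labels, the authors made stranded libraries from ribosomal-RNA-depleted total RNA and sequenced them as paired ends. The reads were trimmed with TrimGalore, mapped to the mm10 mouse genome with TopHat2 and assigned to genes of an Ensembl annotation with HTSeq in its reverse-stranded mode. The deposited values of the first kind of table are whole-number counts per gene, not normalised. The deposited values of the other kind are the same counts divided by the size factor of the sample that the authors obtained with DESeq2, so they are normalised counts and not CPM. Dividing the counts by recomputed size factors gave the same values. The column names of the normalised tables open with a number that neither the labels nor the study's methods explain, here called the header number. It was 51 for replicate 1, 57 for replicates 2 and 3, 90 for replicate 4 and 154 for replicate 5, in both groups.

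The tables list 43629 gene identifiers, of which 42462 were matched to a symbol in a GENCODE annotation of the same genome build. The identifiers without a symbol held 0.268% of the counts. Coordinates are those of that annotation. Total counts ranged from 54202349 to 66556034 per sample. Reads were counted without molecular identifiers, so precision drawn from counts covers counting error only. The counts of replicates of a group were compared by chi-square over genes to look for a library deposited more than once. The statistic per degree of freedom was at least 33.4 for every pair, so each sample was counted as 1 replicate.

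Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr at its defaults, counts were normalised with TMM, and the quasi-likelihood test compared the genotypes with no covariate. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called differentially expressed (DE). The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic and is approximate. CPM are counts scaled by the TMM-normalised library size to a common total of 1e+06.

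Genes named in the text follow a rule fixed before the data were examined. They are Dot1l, 11 genes that the study discusses, and the 5 largest rises and 5 largest falls in log2 fold change among DE genes with a mean log2 CPM of at least 1 and no overlap between the groups. Of the genes tested, 691 met the last set of conditions. Another 2 genes of the rule are not reported here. Of the gene sets, 7 hold genes that the study names for a class. Most were selected by the study from these same data, so their tests describe the sets and are not independent evidence. For each set, the mean log2 CPM with a prior count of 2 was computed per sample and compared between genotypes by an exact two-sided permutation test, adjusted over the 7 sets. The smallest p-value of that test is 0.0079. Another 7 sets hold marker genes of tissues that could be carried along in dissection. The list of striatal markers among them was added after the data were examined.

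The tests were tried on simulated counts drawn from the means, library sizes and edgeR dispersions of these samples, with 200 genes changed by 1 log2 unit. The edgeR test recovered 65% of the changed genes, and 3.7% of its calls were false. DESeq2 recovered 74.5%, and 25.1% of its calls were false. The simulated spread followed edgeR's estimates, which may favour edgeR in that comparison. No other spread was simulated, so the false share of DESeq2 may come from this spread or from the tool. No other number of changed genes was simulated either, and a false share also depends on that number.

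The alternatives were DESeq2 1.42.0 at its defaults, DESeq2 size factors in the edgeR test, no low-count filter, a filter of at least 10 counts in every sample, the replicate number as a block, a GC-content offset, the block with that offset, Xist as a covariate, 1 surrogate variable from sva 3.50.0, subsampling to the smallest total, the deposited normalised counts with limma 3.58.1 on a log2 scale, an adjusted p-value under 0.01, each sample left out in turn, and 3 replicates per group in 30 seeded draws. Chosen after the data were examined were the header number as a block in edgeR and in DESeq2, the striatal marker score as a covariate, and the removal of mitochondrial genes. The GC offset used GC percent of the longest transcript of each gene. Exon-level reads were not analysed here.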

Results

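RNA-seq counts were examined for 10 dorsal telencephalon samples of mouse embryos at E14.5, 5 control and 5 Dot1l-cKO. The comparison asks which transcripts change when Dot1l is deleted. Total counts ranged from 54202349 in control replicate 1 to 66556034 in Dot1l-cKO replicate 4. The samples with header number 57, which are replicates 2 and 3 of both groups, had between 0.0471% and 0.492% of their counts in the 2 mitochondrial rRNA genes, while the other 6 samples had between 5.79% and 10.9%. These 4 samples were treated as a library batch, and group differences are also given within it and within the other 6 samples. Y-linked genes were expressed in control replicate 4 and in Dot1l-cKO replicates 1 and 3, where they summed to 175, 200.6 and 187 CPM. In the other 7 samples they summed to at most 0.462 CPM.

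**Figure D1:**
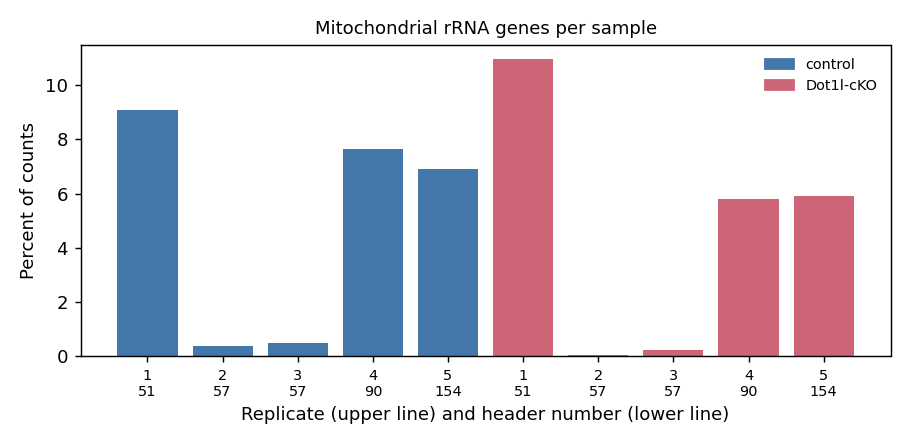
Percent of all counts that fell in the mitochondrial rRNA genes, 1 bar per sample, with the replicate number and the header number below each bar and the group in colour. The 4 samples with header number 57 lie at or below 0.492%, and the other 6 lie at or above 5.79%.

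The targeted gene was examined first. Dot1l (ENSMUSG00000061589) lies on chromosome 10 from 80755206 to 80795461 on the plus strand of GRCm38. Its counts were 31.4, 41.5, 36.6, 40.6 and 36.3 CPM in control replicates 1 to 5. In Dot1l-cKO replicates 1 to 5 they were 42.3, 20.1, 39.6, 43.4 and 51.7 CPM. The means were 37.3 ± 4.04 CPM in controls and 39.4 ± 11.7 CPM in Dot1l-cKO (SD, n = 5 each). The log2 fold change was 0.08 with a standard error of 0.20 and an edgeR adjusted p-value of 0.864, so the gene-level count did not differ by more than the spread between replicates. With the replicate block it was 0.03 with an adjusted p-value of 0.941. The difference in mean log2 CPM was -0.47 within the 4 samples with header number 57 and 0.35 within the other 6. The gene-level count sums all exons, so it does not separate exons removed by the deletion from those that remain.

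Of 17039 genes tested, 1212 were DE by edgeR's quasi-likelihood test, which is 7.11%. Of these, 966 were increased and 246 were decreased in Dot1l-cKO. Increased genes had a median log2 CPM of 2.04 and a median absolute log2 fold change of 0.86. Decreased genes had a median log2 CPM of 5.33 and a median absolute log2 fold change of 0.54. As a ratio the count moved most with 3 replicates per group, where the median over 30 draws was 187.5 DE genes, and the highest count was 2966, under DESeq2 with the header-number block. The labels give both groups the replicate numbers 1 to 5, and the pairing was taken from them. Deviations from the group means correlated across genes at 0.29 on average between samples with the same number and at -0.07 between samples with different numbers. Genes are not independent replicates, so the test was made over matchings of the samples. Of the 120 possible matchings of the numbers, 2 gave a mean correlation as high (exact one-sided p = 0.0167). The samples with header number 57 have the same replicate numbers in both groups, and the matchings mix them with the others. A difference between the batches alone could give this result, so the p-value does not test the pairing within a batch. With the replicate block, 1604 genes were DE, 1109 increased and 495 decreased.

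Within the 6 samples outside header number 57, 3 against 3, 745 genes were DE, 590 increased and 155 decreased. Within the 4 samples with that number, 2 against 2, 1 gene was DE. Of 739 genes DE in the larger batch and tested in the smaller, 97% changed in the same direction there.

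Of the 11 genes picked for report from those that the study discusses, the largest decreases were in Igf2bp1, Cux2 and Lhx2. Igf2bp1, on chromosome 11 from 95957163 to 96005940, fell from 128 ± 17.8 to 50.5 ± 7.48 CPM (SD, n = 5 each), a log2 fold change of -1.35 with a standard error of 0.12 and an adjusted p-value of 0.00018. Lhx2, on chromosome 2 from 38339281 to 38369733, fell from 275.5 ± 33.8 to 119 ± 10.9 CPM (SD, n = 5 each), a log2 fold change of -1.21 with a standard error of 0.10 and an adjusted p-value of 0.000119. Cux2 had a log2 fold change of -1.26 and an adjusted p-value of 0.00575. Ccnd1, Pou3f3, Sox11, Cenpj and Cux1 were also decreased, with log2 fold changes from -0.90 to -0.34 and adjusted p-values from 0.0014 to 0.0407. Cux1 lost significance in 7 and Cenpj in 5 of the 10 fits that each left out 1 sample, and they lost it in 4 and 2 of the 16 other alternatives. Vangl2 and Sox5 were lower by less than the threshold allowed, with log2 fold changes of -0.42 and -0.28 and adjusted p-values of 0.0571 and 0.102. Tbr1 changed by 0.20 with an adjusted p-value of 0.708. With the replicate block the 8 DE genes of this group remained DE, and Vangl2, Sox5 and Tbr1 remained above the threshold. Within both batches, each of these decreases kept its direction, while the difference for Tbr1 was -0.16 within header number 57 and 0.32 in the other samples.

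**Figure D2:**
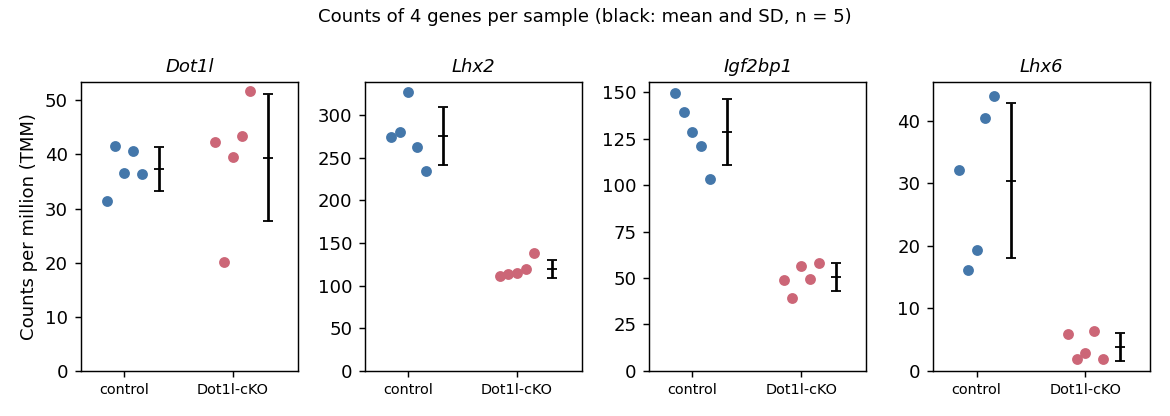
CPM of Dot1l, Lhx2, Igf2bp1 and Lhx6 in each sample, with replicates 1 to 5 from left to right in each group and the mean and SD (n = 5) in black. The groups overlap for Dot1l and do not overlap for the other genes.

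The largest rises under the rule for named genes were Fibin, Rit2, Lama3, Arhgap15 and Pdlim3. Their log2 fold changes ranged from 2.19 to 2.36 and their adjusted p-values from 0.000141 to 0.00172. All were low in controls, at 0.778 to 2.32 CPM, and at 3.62 to 11.5 CPM in Dot1l-cKO. Fibin lies on chromosome 2 from 110360917 to 110363183 and rose from 0.942 ± 0.475 to 4.87 ± 0.655 CPM (SD, n = 5 each). The largest falls were Lhx6, Nxph2, Dgkg, Npy and Dct, with log2 fold changes from -3.00 to -2.37 and adjusted p-values from 0.000751 to 0.0274. Lhx6, on chromosome 2 from 36081953 to 36105408, fell from 30.4 ± 12.4 to 3.79 ± 2.2 CPM (SD, n = 5 each), with a standard error of 0.43 on the log2 scale and an adjusted p-value of 0.00187. With the replicate block all 10 of these genes remained DE. Each kept its direction within both batches. Npy lost significance in 6 of the 10 fits that each left out 1 sample.

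**Figure D3:**
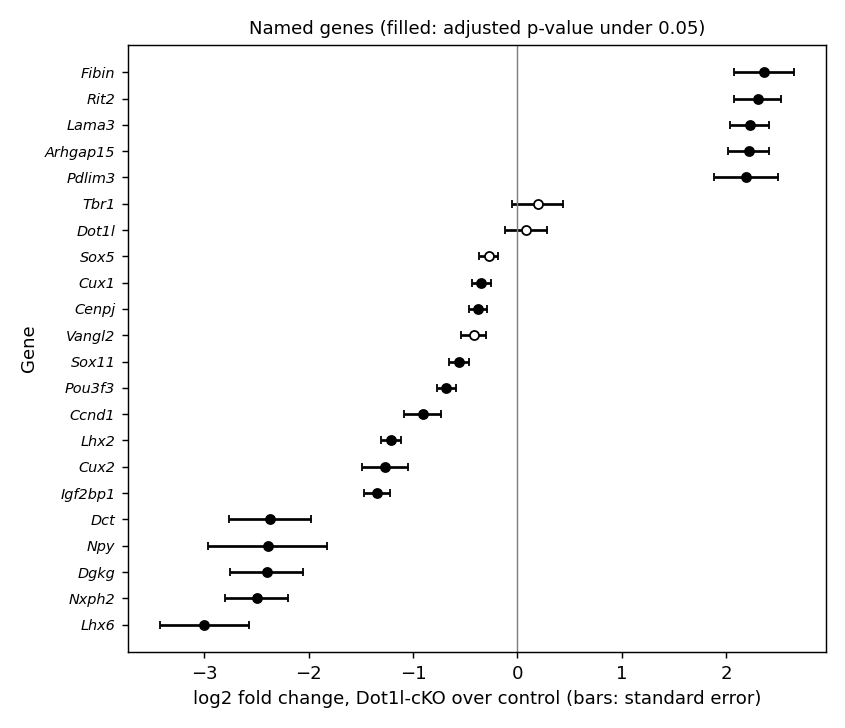
Log2 fold change of Dot1l-cKO over control for each named gene, with approximate standard errors as bars and filled points for adjusted p-values under 0.05. Dot1l, Tbr1, Sox5 and Vangl2 have open points.

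The sets hold genes that the study grouped by layer or function. HMG-domain genes, cell division genes and cell cycle genes were lower in Dot1l-cKO, with differences in mean log2 CPM of -0.73, -0.42 and -0.42. Each was lower in all 5 pairs and had an exact permutation p of 0.00794, adjusted 0.0185 over the 7 sets, where 0.0079 is the smallest p that the test allows. All 15 cell cycle genes and all 4 cell division genes had a negative log2 fold change, and 8 and 2 of them were DE. Of 12 HMG-domain genes, 11 had a negative and 1 a positive log2 fold change, and 5 were DE, all decreased. Their log2 fold changes ranged from -2.73 to 0.069. The HMG-domain difference was -0.59 with the filter of at least 10 counts in every sample. Deep-layer genes were higher by 0.37 (exact permutation p = 0.0159, adjusted 0.0278), higher in all 5 pairs. Of 14 deep-layer genes, 11 had a positive log2 fold change, and their log2 fold changes ranged from -2.39 to 2.07. The deep-layer difference was 1.045 with the median over genes, and 0.59 with the filter of at least 10 counts in every sample. Its size therefore depended on the summary and on the genes kept. Progenitor-zone genes differed by -0.19 and were lower in 4 of 5 pairs (exact permutation p = 0.0317, adjusted 0.0444). The study's list of these genes was longer than the 17 tested here. Of these 17 genes 10 had a negative and 7 a positive log2 fold change. Among them 5 were DE and decreased and 6 were DE and increased, so this mean joins opposite changes. Upper-layer genes differed by -0.06 (exact permutation p = 0.579, adjusted 0.579), with 8 of 15 genes decreased and 7 increased. Of these 15 genes 5 were DE and decreased and 6 were DE and increased, so this mean does the same. With the median over genes in place of the mean the difference was -0.55 (exact permutation p adjusted over the sets 0.143). The mean difference changed direction, to 0.0090, without Dot1l-cKO replicate 2. ER stress genes differed by 0.18 (exact permutation p = 0.0714, adjusted 0.0833). With the replicates paired by number as a block, the mean differences were the same, and the exact sign-flip test of 5 pairs cannot go below 0.0625, so it cannot pass the threshold. Within header number 57 and within the other samples, the differences were -0.76 and -0.72 for HMG-domain genes, -0.50 and -0.37 for cell division genes, -0.52 and -0.36 for cell cycle genes, 0.39 and 0.36 for deep-layer genes, -0.31 and -0.11 for progenitor-zone genes, -0.05 and -0.07 for upper-layer genes and 0.05 and 0.27 for ER stress genes.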

Values the study reported

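The study reported 1976 DE genes at an adjusted P-value of 0.05 between Dot1l-cKO and control. It placed 260 and 1054 increased genes and 104 and 558 decreased genes in 4 clusters by H3K79me2. It reported that 11 of 14 selected deep-layer genes increased and that 8 of 15 selected upper-layer genes decreased. It also reported that most of its selected progenitor genes decreased, in a list longer than the 17 tested here.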

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

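The tests in this part were chosen after the results were seen. The rule looks for a sample far from the other 4 of its group, as the gap to its nearest neighbour divided by the range of the group. Of 60 groups examined, 4 passed, which is close to the 1 in 20 that chance gives.

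Dot1l in Dot1l-cKO had a gap of 0.717 of the range. Replicate 2 was at 4.33 log2 CPM and the median at 5.40. The total of that sample, 54283030 counts, lay between those of the others, 54207834 and 66556034, which goes against library size. Its 1158 counts, where 2471 would match the median CPM of the others, are not counting error alone (Poisson probability 4.82e-191). Upper-layer genes in Dot1l-cKO had a gap of 0.795, with the same replicate at 5.69 and the median at 6.02, and the same total speaks against library size there. Library batch was tested by the other 3 samples with header number 57. For Dot1l they lay between 5.20 and 5.38 log2 CPM, inside the range of the rest, so the low value was not shared by the batch. For upper-layer genes they lay between 5.91 and 6.03, where the lowest of the rest was at 6.02, so a contribution of the batch is not excluded. No biological explanation was tested for either pattern.

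Cenpj in control had a gap of 0.712, with replicate 5 at 5.22 log2 CPM and the median at 5.55. The total of 62996319 counts lay inside the range of the others, and counting error gave a Poisson probability of 3.46e-34 for 2303 counts. Nxph2 in Dot1l-cKO had a gap of 0.852, with replicate 5 at -1.86 log2 CPM and the median at -0.27. Its total of 60674281 counts lay inside the range of the others. It had 15 counts where 53.5 would match the others, with a Poisson probability of 1.15e-09. Variation between embryos remains for both and was not tested.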

How the results depend on the processing

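Subsampling to the smallest total, removing mitochondrial genes, DESeq2 size factors, both low-count filters, the GC-content offset, Xist as a covariate, the striatal marker score and limma on the normalised counts kept all 3 counts of DE genes within 1.5 times those reported. The cause was not identified for any change below. DESeq2 gave 2011 DE genes against 1212, with 663 decreased against 246. With 1 surrogate variable there were 2005, with 650 decreased. The replicate block gave 495 decreased genes, the block with the GC-content offset 576, and the header-number block 597. DESeq2 with the header-number block gave 2966 DE genes, 1471 increased and 1495 decreased, so the excess of increased genes was absent there. At an adjusted p-value under 0.01 there were 495, with 422 increased and 73 decreased. With 3 replicates per group the medians were 187.5, 149.5 and 33. Across the 10 fits that each left out 1 sample, DE genes ranged from 750 to 1357, increased genes from 624 to 1076 and decreased genes from 126 to 343.

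The log2 fold change of Dot1l was -0.0098 with the replicate block and the GC-content offset and -0.0058 with limma on the normalised counts, and ranged from -0.046 to 0.25 with 1 sample left out. It did not pass the threshold in any of these fits. With 1 sample left out, the difference of upper-layer genes ranged from -0.092 to 0.0090, that of progenitor-zone genes from -0.24 to -0.16, with 2 of the 10 fits no longer past the threshold, and that of ER stress genes from 0.13 to 0.23, with 1 fit past it. The other 4 sets kept their direction and their side of the threshold in all 10 fits.

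None of the 21 other named genes changed direction under any alternative run. With 3 replicates per group, 9 of them lost significance. Vangl2, above the threshold in the report, passed in 8 of 16 alternatives other than leaving out a sample, with adjusted p-values from 0.00296 to 0.0479, and Sox5 in 2, both with DESeq2, with 0.00609 and 0.0303. Each also passed in 1 of the 10 fits that left out 1 sample. Cux1 lost significance with no low-count filter (0.0535), with Xist (0.0645), with the striatal marker score (0.0545) and with 3 replicates per group (0.203). Cenpj lost it with the replicate block and the GC-content offset (0.0594) and with 3 replicates per group (0.233). The strict filter left out 1 named gene, which has no value there.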

Other observations

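The tests of the mitochondrial rRNA share, the microglia markers, DESeq2 size factors, the depth behind Dot1l and the header-number block for Lhx6 were chosen after the result was seen. The span tests with GC percent, transcript length and the GC-content offset were chosen after the difference in span was seen.

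The count of DE genes here was 1212. That is lower than the value quoted from the study above. The decreased genes numbered 246 here. That is lower than the sum of the decreased clusters quoted above. With DESeq2 at its defaults the counts here were 2011, 1348 increased and 663 decreased. With 1 surrogate variable in edgeR they were 2005, 1355 increased and 650 decreased. DESeq2 is the tool named in the methods of the study. Its counts here lie close to the values quoted above, so the gap closes with that tool. A figure legend of the study gives n = 3 for RNA-seq, where 5 samples per group were used here. The number of samples behind the quoted values may therefore differ. DESeq2 size factors in the edgeR test gave 1172 DE genes, 316 of them decreased, so the size factors do not account for the difference. In the simulation 25.1% of DESeq2 calls and 3.7% of edgeR calls were false, on a spread taken from edgeR's estimates. That simulation changed 200 genes, fewer than the 1212 and 2011 called here. A false share depends on how many genes change, so these shares do not carry over to the calls here. Whether false calls explain the difference between the tools was not tested.

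The genotype split was compared with the 15 other splits that part all 5 same-numbered pairs, which differ from it in the exchange of 1 or 2 pairs. Of the 16 splits, 1, the real one, gave as many DE genes, and the same held for increased genes, for decreased genes and with the replicate block. No other split gave a DE gene. At an unadjusted p under 0.05 the genotype split gave 3508 genes and the others 50 to 2021. With the replicate block these counts were 4656 and at most 2632. With 16 splits the share cannot fall under 0.05, so a grouping by chance cannot be excluded by this count.

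Dot1l counts were not lower in Dot1l-cKO. Labels exchanged within a pair were tested by exchanging 1 same-numbered pair at a time, and the most DE genes that any of these 5 exchanges gave was 0, against 1212 with the labels as given. At an unadjusted p under 0.05 they gave 371 to 2021 genes, against 3508. A single mislabelled sample was tested by giving 1 sample at a time the other genotype. The most DE genes this gave was 662, for control replicate 5, followed by 620 for control replicate 3 and at most 15 for the other 8 samples, all below 1212. At an unadjusted p under 0.05 the change of control replicate 5 gave 3625 genes, more than the 3508 of the labels as given, and no other change did. Depth too low to show a fall was tested by the approximate 95% interval of the log2 fold change, whose lower bound was -0.31, above a fall of 1. A candidate explanation is that transcripts of the deleted allele remain and are counted over their other exons. Exon-level reads were not analysed here, so this was not tested.

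Ventral telencephalon markers had a mean log2 CPM that differed by -2.18 and was lower in all 5 pairs (exact permutation p = 0.0238, adjusted 0.0833 over 7 marker sets), which fails the correction. The difference was -1.69 within header number 57 and -2.51 within the other samples. Lhx6 is one of these markers. The share of ventral tissue in the dissection was tested with a score of 8 striatal markers, which differed by -0.44 between genotypes (exact permutation p = 0.397). That score was lower in 4 of 5 pairs. It differed by 0.40 within header number 57 and by -0.9985 within the other samples. Within header number 57 replicate 2 fell from 1.77 to 1.41, and only replicate 3 rose, from 1.27 to 2.425. The pooled test therefore does not exclude a difference in dissection. With that score as a covariate Lhx6 had a log2 fold change of -2.67 and an adjusted p-value of 0.000243, so this score does not fully explain its fall. With the header-number block they were -3.05 and 0.00134, but the header numbers are the same in both groups, so that fit could not have moved the difference and does not bear on it. Striatal markers may miss tissue of the medial ganglionic eminence, where a dissection difference cannot be told apart from fewer migrating interneurons.

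The ratio of increased to decreased genes was 3.93. It was 3.03 with the GC-content offset, 2.71 with DESeq2 size factors and 3.43 without the mitochondrial genes, so none of these brought it under 1.5. It was 2.24 with the replicate block, 2.08 with 1 surrogate variable, 2.05 with the header-number block, 2.03 with DESeq2 and 1.99 with the replicate block and the GC-content offset, and 0.984 under DESeq2 with the header-number block. It was higher with Xist as a covariate, at 4.47, with 3 replicates per group, at 4.53, and at an adjusted p-value under 0.01, at 5.78, and ranged from 2.96 to 5.19 with 1 sample left out. The size of the excess therefore depends on the model, and a biological reading was not tested.

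The mitochondrial rRNA share gave an exact permutation p of 0.873 between genotypes, a pooled test in which the gap between batches hides any smaller difference. The share was lower in Dot1l-cKO in 4 of 5 pairs. With labels permuted within batches, over 120 regroupings, the mean log2 difference was -1.06 (exact permutation p = 0.133). A genotype difference was therefore not detected and not excluded. That mean gives each batch equal weight and came mainly from header number 57. There the shares were 0.3768% and 0.4917% in controls and 0.04713% and 0.2429% in Dot1l-cKO. In the other samples they were 9.084%, 7.655% and 6.908% in controls and 10.94%, 5.794% and 5.925% in Dot1l-cKO. The share differed between the samples with header number 57 and the rest (exact permutation p = 0.00476), but that split was singled out because of this share, so the p-value restates the gap and is no test of a library batch. The cause of the gap is not known from these data.

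DE genes had long genomic spans. The median span was 29.8 kb for increased genes and 45.4 kb for decreased genes, against 17.4 and 24.8 kb in lists matched on mean expression. Both medians lay at percentile 100 of 10000 such lists. They also lay at percentile 100 of lists matched on expression and GC percent, whose medians were 17.2 and 26.0 kb, and of lists matched on expression and transcript length, whose medians were 18.5 and 31.5 kb. For genes called under the GC-content offset the medians were 30.5 and 41.6 kb, again at percentile 100. Matching on each of these properties in turn left the difference in place, and they were not matched all at once. A dependence of long genes on Dot1l is a hypothesis that these data may raise but do not test.

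Microglia markers were higher by 0.92 on average and higher in all 5 pairs (exact permutation p = 0.00794, adjusted 0.0556 over the 7 marker sets), which does not pass the correction. The difference was 0.66 within header number 57 and 1.09 within the other samples. The raw p is the smallest the test allows, and a single set at that value cannot pass after correction over 7 sets, so the adjusted value says nothing against the difference. All 4 genes were DE. A larger share of vessels was tested by the endothelial markers (exact permutation p = 0.857), a larger share of blood by the erythroid markers, which differed by 0.15 and were higher in 4 of 5 pairs (exact permutation p = 0.714), and a larger share of meningeal tissue by the fibroblast markers (exact permutation p = 0.802), and none of these differed over all samples. All moved in opposite directions by batch. Outside header number 57 the erythroid, endothelial and fibroblast markers were higher by 0.68, 0.23 and 0.75, and within it they differed by -0.64, -0.48 and -2.06. Within header number 57 microglia markers were higher while these markers were lower on average, so a larger share of these tissues does not account for the rise there. Outside it all rose together on average. Dot1l-cKO replicates 1 and 4 had lower erythroid (5.89, 5.63), fibroblast (4.819, 1.64) and endothelial scores (4.92, 4.62) than control replicate 5 (6.29, 4.825, 5.20). Their microglia scores were higher, at 3.13 and 3.23 against 2.335. Control replicate 3, at 7.14, 6.22 and 5.395 for these tissues, reached 2.55. Control replicates 1 and 4 and Dot1l-cKO replicate 5 did not show this order. This argues against these tissues as the whole cause in Dot1l-cKO replicates 1 and 4, and leaves replicate 5 open. Hem and choroid plexus markers were higher in both batches, by 0.33 within header number 57 and 0.82 outside it. They were higher in 3 of 5 pairs (exact permutation p = 0.564 over all samples). A larger share of that tissue is therefore not excluded. More microglia, or more transcripts per cell, may explain the rise of the microglia markers, and these were not told apart.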
